A study of Mus musculus with 20 samples. Its data were reported in "KAT6B overexpression rescues embryonic lethality in homozygous null KAT6A mice restoring vitality and normal lifespan" (2025).

How the data were processed

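The samples were cultures of primary mouse embryonic fibroblasts of 4 genotypes. Fibroblasts without functional KAT6A (Kat6a–/–) lacked a histone acetyltransferase, and the Tg(Kat6b) lines carried extra genomic copies of Kat6b, the gene of the closely related enzyme KAT6B, on a bacterial artificial chromosome. The mark measured was acetylation of lysine 23 of histone H3 (H3K23ac). It was profiled by CUT&Tag, in which an antibody against the mark directs a transposase to insert sequencing adapters into nearby DNA. Drosophila cells were added to each tube as a spike-in, so that the amount of mouse signal can be expressed per amount of Drosophila signal. Each genotype had 4 H3K23ac libraries and 1 library made with a non-specific IgG antibody, which gave 20 samples and 60 count files.

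The authors aligned the reads with Rsubread to a combined reference of the mouse (mm39) and Drosophila genomes, kept uniquely aligned reads, set duplicate reads aside and counted fragments with featureCounts. The deposited values are raw counts of fragments per gene, without normalisation, over 3 regions of each RefSeq gene. These were the gene body, the 1 kb upstream of the transcription start site (promoter) and the 1 kb downstream of the transcription end site. The total Drosophila count of each library was given per the labels and was used as stated there. Each of the files listed 26221 genes, and no entry lacked a symbol.

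Genes were kept as in the study, namely protein-coding genes with an official symbol, without Rik or Gm names, pseudogenes, Xist and Y-linked genes. This left 20194 genes. The filterByExpr function of edgeR then kept 17703 gene bodies, 16226 promoters and 9814 downstream regions, which held 94.3%, 82.8% and 64.2% of the counts of the respective region. Positions were taken from GENCODE M39 on GRCm39, the assembly also called mm39, and 25708 of the 26221 genes had a match there by symbol. Gene types came from a RefSeq gene list that matched 26214 of the genes by identifier. Counts of receptor, Y-linked and X-linked genes were read from the files before any filter.

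The replicates of each genotype were compared by a chi-square test of their counts over genes. Replicates 3 and 4 of Tg(Kat6b) gave a chi-square per degree of freedom of 0.991 over 19729 gene bodies, 0.987 over 12282 promoters and 1.02 over 2994 downstream regions, with p values of 0.807, 0.839 and 0.267. The other 23 pairs of replicates gave values from 1.26 to 47.4 for gene bodies. Promoters and downstream regions alone set the pair apart less clearly, since replicates 2 and 3 of Kat6a–/–Tg(Kat6b) gave 1.03 and 1.02 over these (chi-square p = 0.00677 and 0.149) and 1.35 over gene bodies. The counts of this pair were therefore summed and used as 1 library, which left 15 H3K23ac libraries, 3 of them of Tg(Kat6b). The tests had been designed for 4 libraries in each genotype.

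The mouse-to-Drosophila ratio of a library was its count over the kept gene bodies divided by its Drosophila count. Group means of the log2 ratio were compared by two-sided exact permutation tests over all splits of the libraries, which were 70 splits for 4 against 4 and 35 for 3 against 4. The smallest p that either test allowed was 0.0286, and p values were adjusted over the 4 contrasts by the Benjamini-Hochberg method. The interaction of Kat6a loss and the transgene was tested by 100000 permutations of the residuals of a model of both effects without their interaction. The test takes the spread of the residuals as alike in all genotypes. The share of promoter counts among all counts of a library was compared between genotypes by the exact permutation tests. Confidence intervals of shares of counts were 95% Wilson intervals. They cover counting error only, because fragments amplified from 1 molecule are not independent.

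The gene-level fits followed the pipelines of the study in limma 3.58.1, with scaling factors made from the ratio of Drosophila to mouse counts, a group-means model over all 15 libraries and robust empirical Bayes moderation. Gene bodies were fitted with voom. Promoters were fitted with limma-trend on log2 counts scaled to library size (CPM, prior count 2) with array weights, and downstream regions with voom and sample quality weights. Contrasts were called at a false discovery rate (FDR) of 0.05. The Drosophila scaling carries the error of the ratio, 1 number per library, into every gene of that library. Each fit was therefore repeated with trimmed mean of M values (TMM) scaling of the mouse counts, which sets the middle of all genes to no change and tests differences relative to it. Hox, Tbx and Dlx genes were tested as families, with FDR over all genes and adjusted over the tested members of each family alone. Each family was set against the other genes with camera at a preset correlation of 0.01, and again with an estimated correlation, under TMM scaling and with fry.

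The genes, tests and main alternatives were chosen before the data were examined. The genes named are Kat6a and Kat6b, genes in the span of the transgene, which reaches 42 kb past the 3′ end of Kat6b and 21 kb before its 5′ end, and in each family the member with the largest and the smallest change between Kat6a–/– and WT. In each gene body contrast and under either scaling, the 5 genes with the largest change among those past the FDR were named as well, provided that their average log2 CPM was at least 3. The alternatives were TMM scaling, DESeq2 size factors and library size in place of the Drosophila scaling, other filters and gene sets, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 (Wald test), fits with and without sample weights, fits to the genotypes compared alone, a block on replicate number and leaving out each library in turn. Further alternatives were chosen after the data had been seen. These were the Tg(Kat6b) replicates 3 and 4 as separate libraries, the level of Y-linked genes as a covariate, TMM scaling with a correction for GC content (loess span 0.3), autosomes alone, TMM scaling of promoters without weights, and camera under TMM scaling.

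The H3K23ac libraries held 3771561 to 12236834 gene body counts, and 782588 to 3458602 Drosophila counts. The IgG libraries held 101 to 27774 gene body counts, so single genes could not be compared between them except at the transgene. The scripts were tested on simulated counts with the means and library sizes of the real libraries (dispersion 0.02), in which 200 genes were changed by 1 on the log2 scale. Among 17703 gene bodies, limma, edgeR and DESeq2 recovered 94.0%, 94.5% and 93.5% of the changed genes, and 5.05%, 5.97% and 5.56% of their calls were unchanged genes. Recovery by limma was 56.0% among 16226 promoters and 25.5% among 9814 downstream regions. When all genes were lowered by 1 on the log2 scale, limma with Drosophila scaling recovered 99.0% of gene bodies, 93.6% of promoters and 82.8% of downstream regions. TMM scaling removes such a shift by its construction, and limma made no call with it there. The promoter fit gave a median change of -0.92 for a true change of -1. The simulated libraries held no differences in composition between replicates and no error of the Drosophila ratio. Recovery in the real libraries may therefore be lower.

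Gene bodies of 497 neighbouring X-linked genes, from Mageb5 (chromosome X, start 90823150) to Capza1b (end 168773794), had a count of 0 in all 20 libraries and are not analysed here as gene bodies. Promoters of 233 and downstream regions of 44 of these genes passed the filter and were tested. Where genes overlap, the gene body counts depend on how the authors assigned shared fragments. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3, were used for all other computations.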

Results

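H3K23ac was measured in 16 CUT&Tag libraries of primary mouse embryonic fibroblasts, 4 from each of wild type (WT), Kat6a–/–, Tg(Kat6b) and Kat6a–/–Tg(Kat6b) cultures. The WT libraries 1 to 4 held 11227954, 10594424, 8385730 and 7988565 gene body counts. Those of Kat6a–/– held 5471117, 5379106, 6806628 and 4740403, those of Tg(Kat6b) 10063033, 4679895, 3792353 and 3771561, and those of Kat6a–/–Tg(Kat6b) 6340228, 8963779, 8042620 and 12236834. Replicates 3 and 4 of Tg(Kat6b) differed by less than the sampling noise and were counted as 1 sample. Each genotype also had 1 IgG library, with 13890 gene body counts for WT, 11764 for Kat6a–/–, 101 for Tg(Kat6b) and 27774 for Kat6a–/–Tg(Kat6b).

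The targeted loci were examined first in every library. Kat6a lies on chromosome 8 from 23349545 to 23433275. Exons 5 to 9 of its canonical transcript, the part removed in the null allele, lie with the introns between them from 23397662 to 23404403, which is 8.05% of the gene body. The Kat6a gene body had 94.9, 98.1, 115 and 114 CPM in WT libraries 1 to 4, and 101, 93.5, 99.3 and 101 in Kat6a–/– libraries 1 to 4. It had 115, 122 and 113 in the Tg(Kat6b) libraries, and 104, 102, 111 and 108 in those of Kat6a–/–Tg(Kat6b). Relative to all other genes, Kat6a did not differ between Kat6a–/– and WT (log2 fold change -0.02 ± 0.06 SE, limma FDR 0.923). A deletion of this size was not resolved by counts over the whole gene body.

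Kat6b lies on chromosome 14 from 21531502 to 21722546. Its gene body had 214, 223, 273 and 272 CPM in the WT libraries and 254, 245, 263 and 241 in the Kat6a–/– libraries. The transgenic libraries had 2189, 2590 and 2478 in Tg(Kat6b), and 2367, 2271, 2284 and 1759 in Kat6a–/–Tg(Kat6b). The transgene also spans 99.5% of Dusp29 (chromosome 14, 21724865 to 21764766), which had 46.9 to 62.2 CPM in the 8 libraries without the transgene and 373 to 518 in the 7 with it. Under TMM scaling the fold of Kat6b was 8.81 in Kat6a–/–Tg(Kat6b) against WT (limma FDR 2.8e-10) and 9.67 in Tg(Kat6b) against WT (limma FDR 4.28e-10). The corresponding fold of Dusp29 was 8.59 (limma FDR 3.36e-10) and 9.10 (limma FDR 6.37e-10). These counts include the DNA of the additional gene copies. They report the presence of the transgene and cannot tell whether the mark per copy changed. Under Drosophila scaling the call of Kat6b in Tg(Kat6b) against WT (log2 fold change 2.85, limma FDR 0.0032) was lost without WT replicate 1 (2.72, limma FDR 0.0796) or WT replicate 2 (2.70, limma FDR 0.134). That of Dusp29 (2.76, limma FDR 0.00507) was lost without the same libraries (2.68, limma FDR 0.0985, and 2.66, limma FDR 0.150).

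The first comparison asked whether the total amount of H3K23ac differed between genotypes. The mouse-to-Drosophila ratio was 5.12, 4.77, 7.38 and 6.53 in the WT libraries and 2.13, 1.46, 2.23 and 1.44 in the Kat6a–/– libraries. The mean log2 ratio was 2.55 ± 0.30 (SD, n = 4) in WT and 0.83 ± 0.34 (SD, n = 4) in Kat6a–/–, a difference of -1.72 or 0.303-fold. All 4 Kat6a–/– libraries lay below all WT libraries (exact permutation p = 0.0286, adjusted 0.0571). This p is the smallest that 4 against 4 libraries allow, and after adjustment over the 4 contrasts it did not pass 0.05. Leaving out 1 library at a time gave differences from -1.83 to -1.61. The counting error was far smaller than the spread between replicates, since the 95% interval of the first WT ratio was 5.11 to 5.13.

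The ratio was 2.74, 6.63, 7.56 and 6.04 in the Kat6a–/–Tg(Kat6b) libraries, with a mean log2 ratio of 2.43 ± 0.66 (SD, n = 4). This exceeded the Kat6a–/– mean by 1.60, or 3.03-fold, with all 4 libraries above all Kat6a–/– libraries (exact permutation p = 0.0286, adjusted 0.0571). Leaving out 1 library at a time gave differences of 1.43 to 1.92, and with any of the 4 Kat6a–/– libraries left out the exact permutation p was 0.0571, against 0.0286 as the smallest possible. The difference from WT was -0.13, or 0.917-fold (exact permutation p = 0.857), within the spread between replicates. Its direction depended on the setting, with 0.06 when promoter counts replaced gene body counts and 0.20 without Kat6a–/–Tg(Kat6b) replicate 1. The Tg(Kat6b) libraries gave ratios of 12.2, 2.62 and 2.41, the last being the summed pair. Their mean log2 ratio of 2.09 ± 1.32 (SD, n = 3) did not differ from WT (difference -0.46, exact permutation p = 0.457), and without replicate 1 the difference was -1.22. With replicates 3 and 4 kept apart it was -0.67. Over promoters, the difference between Kat6a–/–Tg(Kat6b) and Kat6a–/– was 1.78.

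**Figure D1:**
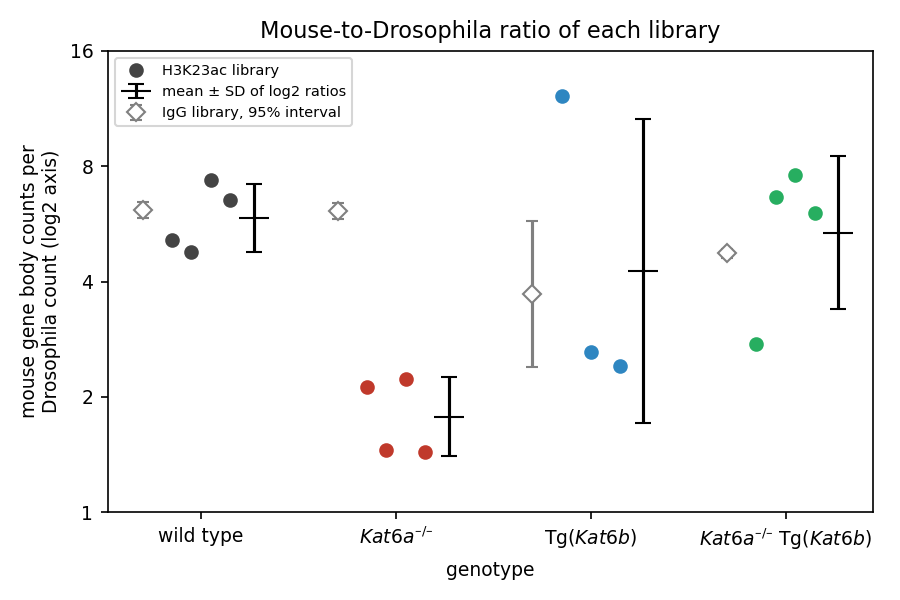
Mouse gene body counts per Drosophila count (log2 axis) for each H3K23ac library (filled circles), with the mean ± SD of the log2 ratios beside them, and for the IgG library of each genotype (open diamonds, 95% interval). The 4 Kat6a–/– libraries sit between 1.44 and 2.23, below every WT library, while those of Kat6a–/–Tg(Kat6b) reach from 2.74 to 7.56.

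Background was measured in the same way in the IgG libraries. Their ratios were 6.15 for WT (95% interval 5.87 to 6.44), 6.10 for Kat6a–/– (5.81 to 6.41), 3.72 for Tg(Kat6b) (2.40 to 5.77) and 4.74 for Kat6a–/–Tg(Kat6b) (4.60 to 4.88). With 1 library per genotype these have no replicate check. The IgG ratio of Kat6a–/– lay within the interval of WT, unlike the H3K23ac ratios. Total gene body counts of the IgG libraries were at most 27774 against at least 3771561 in the H3K23ac libraries.

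The second comparison asked which gene bodies carried the difference. With Drosophila scaling, 16961 of 17703 gene bodies differed between Kat6a–/– and WT (limma, FDR 0.05), 3 higher and 16958 lower, which is 95.8% of those tested. Drosophila scaling set the median log2 fold change of all gene bodies to -1.77 and TMM scaling set it to 0.01, so the difference between the scalings was a shift of all genes. TMM scaling, DESeq2 size factors and library size each gave 0 gene bodies past the FDR in limma, with 1799, 1808 and 1960 at an unadjusted p under 0.05. Among called gene bodies with an average log2 CPM of at least 3, the largest changes with Drosophila scaling were at Slc32a1, Lhx3, Ppp1r1b, Fezf2 and Acta1. Slc32a1 (chromosome 2, 158452605 to 158464883) fell by 2.70 on the log2 scale (SE 0.54, limma FDR 0.000471). The log2 fold changes of the other 4 ranged from -2.66 to -2.62. Relative to the median gene under TMM scaling, these 5 fell by 0.79 to 0.87 on the log2 scale, and none passed (limma FDR 0.192 to 0.348). The 3 higher gene bodies were Stfa1, Vmn2r32 and H2al1c, chosen after their values were seen. Their average log2 CPM was -1.65 to -0.96, and Vmn2r32 and H2al1c belong to multigene families whose reads can be shared, so these calls are uncertain.

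Between Kat6a–/–Tg(Kat6b) and Kat6a–/–, 15161 gene bodies differed (limma, FDR 0.05), 15157 higher and 4 lower, with a median log2 fold change of all genes of 1.67. TMM scaling gave 2, Kat6b and Dusp29, with 4504 at an unadjusted p under 0.05. Without Kat6a–/–Tg(Kat6b) replicate 1, TMM scaling gave 1561, of which 855 were higher and 706 lower. Among called gene bodies with an average log2 CPM of at least 3, Kat6b (log2 fold change 4.69) and Dusp29 (4.56) changed most with Drosophila scaling. The next largest changes were at Tril, Nkx2-2 and Slc32a1, with 2.86, 2.75 and 2.72. Under TMM scaling these 3 were higher by 1.21, 1.12 and 1.01 than the median gene (limma FDR 0.130 for each). The 4 lower gene bodies, chosen after their values were seen, were Svs6, Mrgpra3, Btbd35f7 and H2al1c, with an average log2 CPM of -1.65 to 0.50. Of the 16958 gene bodies lower in Kat6a–/–, 15108 (89.1%) were higher in Kat6a–/–Tg(Kat6b) than in Kat6a–/–. These contrasts share the Kat6a–/– libraries, and under Drosophila scaling nearly all genes moved with the ratio in each. Under TMM scaling the log2 fold changes of the pair of contrasts correlated across genes at -0.80. Over 100 random relabellings of the same libraries the mean correlation was -0.50 and the range -0.95 to 0.56, so the observed value lay within what shared libraries gave. Genes are not independent replicates.

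Between Kat6a–/–Tg(Kat6b) and WT, 4 gene bodies differed (limma, FDR 0.05) and 164 had an unadjusted p under 0.05. Kat6b and Dusp29 were higher, and Svs6 and Mrgpra3, chosen after their values were seen, were lower. Without Kat6a–/–Tg(Kat6b) replicate 3 the count was 2. TMM scaling gave 8, of which 7 were higher and 1 lower against 2 and 2 with Drosophila scaling. This count was 383 (295 higher, 88 lower) without Kat6a–/–Tg(Kat6b) replicate 1, 2 without WT replicate 1 or 3 or Kat6a–/–Tg(Kat6b) replicate 2, 3 or 4, 3 without WT replicate 2 and 5 without WT replicate 4. Of the 8 calls, Speer3, chosen after its value was seen, rose by 1.24 (limma FDR 0.0452) at an average log2 CPM of 2.51. Among those with an average log2 CPM of at least 3, the largest changes besides Kat6b and Dusp29 were at Ptgir, Bcl3 and Raet1e. Their log2 fold changes were 0.70, 0.65 and 0.54 (limma FDR 0.031, 0.0452 and 0.0452). Under Drosophila scaling these 3 had an FDR of 1 in limma. Between Tg(Kat6b) and WT, 4 gene bodies differed and 183 had an unadjusted p under 0.05. Kat6b and Dusp29 were higher, and Or14c44 and Iqcf6, chosen after their values were seen, were lower, with an average log2 CPM of 0.14 and -0.45. This count rested on the Tg(Kat6b) replicates. It was 15149, of which 15145 were lower, without Tg(Kat6b) replicate 1, whose ratio was 12.2. It was 2 without replicate 2, 1 without WT replicate 1 or 2, and 8 without WT replicate 3. TMM scaling gave 2, both higher, and 4 without Tg(Kat6b) replicate 1.

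The effect of the transgene on the ratio was compared between backgrounds with and without Kat6a. The interaction was 2.06 on the log2 scale (residual permutation p = 0.0186, not adjusted, over 15 libraries). Leaving out 1 library at a time gave 1.65 to 2.82. The residual permutation p was then 0.0007 (without Tg(Kat6b) replicate 1) to 0.0495 (without the summed pair). With a replicate block it was 0.0407. Of the gene bodies, 15227 passed the FDR in limma for this term, with 15224 higher. This count fell to 0 without Tg(Kat6b) replicate 2 (11565 at an unadjusted p under 0.05) and to 5 without the summed pair, and edgeR with Drosophila scaling called 11. TMM scaling gave 0, with 1165 at an unadjusted p under 0.05, and 107 (11 higher, 96 lower) without Tg(Kat6b) replicate 1. With Drosophila scaling and an average log2 CPM of at least 3, the largest terms were at Gdpd3, Igf2, Llgl2, Prph and Islr2. They ranged from 3.06 to 3.26 on the log2 scale (limma FDR 0.015 for each). None of these 5 passed without Tg(Kat6b) replicate 2 (limma FDR 0.0721) or without the summed pair (limma FDR 0.0793).

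Promoters gave 15312 of 16226 past the FDR in limma for Kat6a–/– against WT, 1 higher and 15311 lower. The median log2 fold change of all promoters was -1.19, and -1.58 without the array weights. Leaving out 1 library at a time gave medians from -2.02, without WT replicate 1, to -0.963, without Kat6a–/– replicate 2. With the weights and all libraries, promoters gave 15666 for Kat6a–/–Tg(Kat6b) against Kat6a–/–, 15661 higher and 5 lower, with a median of 1.99. In this fit, 11560 promoters differed between Kat6a–/–Tg(Kat6b) and WT, 10990 higher and 570 lower, and 7490 between Tg(Kat6b) and WT, 4 higher and 7486 lower. These latter counts rested on the array weights of the study's promoter pipeline, since without the weights 1 promoter passed in each of these contrasts. Conversely, sample quality weights in the fit of gene bodies raised their counts from 4 in each to 13433 (10670 higher, 2763 lower) and 17133 (8 higher, 17125 lower). With a block on replicate number, the promoter counts were 136 for Kat6a–/–Tg(Kat6b) against WT and 13794 for Tg(Kat6b) against WT. Without WT replicate 1 or 2 the promoter count for Kat6a–/–Tg(Kat6b) against WT was 1392 or 1251. That for Tg(Kat6b) against WT was 14888 or 14898 without WT replicate 1 or 2, and 0 without Tg(Kat6b) replicate 2 or the summed pair, with 1 promoter at an unadjusted p under 0.05 in either fit. Under TMM scaling the counts were 105 for Kat6a–/– against WT (47 higher, 58 lower), 2419 for Kat6a–/–Tg(Kat6b) against Kat6a–/– (1290 higher, 1129 lower), 18 for Kat6a–/–Tg(Kat6b) against WT (12 higher, 6 lower) and 1 for Tg(Kat6b) against WT (higher). These counts also rested on single libraries. The count of 105 was 733, 779, 638 or 704 without WT replicate 1, 2, 3 or 4, and 57, 53, 23 or 53 without Kat6a–/– replicate 1, 2, 3 or 4. The count of 18 was 158, 140, 2727 or 2606 without WT replicate 1, 2, 3 or 4, and 138, 4, 4 or 3 without Kat6a–/–Tg(Kat6b) replicate 1, 2, 3 or 4. The count of 2419 ranged from 1263 without Kat6a–/– replicate 3 to 2956 without Kat6a–/–Tg(Kat6b) replicate 1, and was 1474 without Kat6a–/– replicate 1 and 1447, 1591 or 1514 without Kat6a–/–Tg(Kat6b) replicate 2, 3 or 4. The count of 1 was 2, 3, 138 or 155 without WT replicate 1, 2, 3 or 4, and 7 without Tg(Kat6b) replicate 1.

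Downstream regions gave 9291 of 9814 past the FDR in limma for Kat6a–/– against WT, all of them lower, and 8994 for Kat6a–/–Tg(Kat6b) against Kat6a–/–, 8991 higher and 3 lower. The medians of all downstream regions were -1.59 and 1.98. For Kat6a–/–Tg(Kat6b) against WT the count was 1485 (1228 higher, 257 lower) and for Tg(Kat6b) against WT 4071 (2 higher, 4069 lower). Without sample weights these were 2 and 0, the latter with 332 at an unadjusted p under 0.05. Leaving out WT replicate 1, 2, 3 or 4 changed the count of 1485 to 100, 71, 4303 or 4261, and leaving out Kat6a–/–Tg(Kat6b) replicate 3 or 4 changed it to 518 or 980. The count of 4071 became 6945 or 7026 without WT replicate 1 or 2. It became 0 without Tg(Kat6b) replicate 2 or the summed pair, with 25 and 3 at an unadjusted p under 0.05. With a block on replicate number, the counts of 1485 and 4071 became 3 and 1197. Under TMM scaling the counts were 37 (36 higher, 1 lower), 918 (286 higher, 632 lower), 26 (15 higher, 11 lower) and 2 (both higher), in the order given above. Restricted to autosomes, TMM scaling gave 1 for Kat6a–/– against WT in place of 37.

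The distribution of counts over the regions was compared independently of the spike-in. Promoters held 7.56% ± 1.65 (SD, n = 4) of the counts in WT, 7.49% ± 0.17 (SD, n = 4) in Kat6a–/–, 7.68% ± 0.78 (SD, n = 3) in Tg(Kat6b) and 8.28% ± 0.75 (SD, n = 4) in Kat6a–/–Tg(Kat6b). In the IgG libraries the share was 7.02% to 11.97%. No contrast passed, with exact permutation p values from 0.143 to 0.943. The difference between Kat6a–/–Tg(Kat6b) and Kat6a–/– was 0.797 percentage points, and 1.16 without Kat6a–/–Tg(Kat6b) replicate 1 (exact permutation p = 0.0286). The difference between Kat6a–/– and WT was -0.0729 points and became 0.477 and 0.314 without WT replicate 3 or 4. That between Tg(Kat6b) and WT was 0.126 and became -0.315, -0.424 and -0.261 without Tg(Kat6b) replicate 1, WT replicate 1 or WT replicate 2.

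The Hox, Tbx and Dlx genes were examined because the study followed these developmental genes. Of these, 32 Hox, 12 Tbx and 5 Dlx gene bodies passed the filter. With Drosophila scaling all 49 were lower in Kat6a–/– than in WT and past the limma FDR, over all genes and adjusted within each family. But under TMM scaling the direction was lower in only 18 Hox, 5 Tbx and 4 Dlx genes. The median log2 fold changes were -1.86 for Hox, -1.74 for Tbx and -2.17 for Dlx. The median of all gene bodies was -1.77, so the families stood at -0.08, 0.04 and -0.39 relative to it. Under TMM scaling no member passed the FDR over all genes, and 4 Hox, 0 Tbx and 1 Dlx genes had an unadjusted p under 0.05. Adjusted within each family alone, 1 of the 5 Dlx genes passed. The largest and smallest changes were at Hoxc12 (-2.44) and Hoxa2 (-1.33), Tbx6 (-2.05) and Tbx5 (-1.44), and Dlx4 (-2.49) and Dlx2 (-1.59). Under TMM scaling Hoxa2, Tbx5 and Dlx2 were higher in Kat6a–/–, by 0.50, 0.35 and 0.21. The call of Hoxa2 was lost without WT replicate 3 (limma FDR 0.0844), Kat6a–/– replicate 2 (limma FDR 0.073) or Kat6a–/– replicate 4 (limma FDR 0.0712).

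In Kat6a–/–Tg(Kat6b) against Kat6a–/– all 49 were higher with Drosophila scaling, while under TMM scaling 14 Hox and 6 Tbx genes were lower. With Drosophila scaling, 31 Hox, 11 Tbx and 5 Dlx genes passed the limma FDR over all genes, and as many adjusted within each family. Under TMM scaling none passed over all genes, and 11 Hox, 3 Tbx and 3 Dlx genes had an unadjusted p under 0.05. Adjusted within each family alone, 1 Hox, 0 Tbx and 3 Dlx genes passed. The family medians were 1.77 for Hox, 1.66 for Tbx and 2.34 for Dlx against 1.67 for all genes. No family member passed in Kat6a–/–Tg(Kat6b) or Tg(Kat6b) against WT under either scaling, over all genes or adjusted within each family. At an unadjusted p under 0.05, no member stood out in Kat6a–/–Tg(Kat6b) against WT and 1 Hox gene in Tg(Kat6b) against WT with Drosophila scaling. Under TMM scaling these were 5 Hox, 3 Tbx and 1 Dlx genes, and 3 Hox and 2 Tbx genes. The family medians against WT were -0.06 for Hox, -0.10 for Tbx and 0.08 for Dlx in Kat6a–/–Tg(Kat6b), and -0.50, -0.38 and -0.26 in Tg(Kat6b). Under TMM scaling they became 0.06, 0.02 and 0.24, and -0.05, -0.01 and 0.16. With Drosophila scaling, those in Kat6a–/–Tg(Kat6b) were 0.34, 0.24 and 0.53 without its replicate 1. Set against the other genes by camera in limma, the Dlx genes gave the lowest values, with an adjusted p of 0.148 in Kat6a–/– against WT and 0.0997 in Kat6a–/–Tg(Kat6b) against Kat6a–/– over 12 tests, and the Hox genes gave an adjusted p of 0.148 in the latter. None of the 12 passed after adjustment with Drosophila scaling, and with an estimated correlation these 3 had an adjusted p of 0.955 each. With TMM the Dlx genes passed in Kat6a–/–Tg(Kat6b) against Kat6a–/– alone, with an adjusted p of 0.0441 in limma, and with an estimated correlation it was 0.768. Over the alternatives this value thus ranged from 0.0441 to 0.955. The fry test in limma sets a family against no change. With Drosophila scaling all 3 families passed it in Kat6a–/– against WT and in Kat6a–/–Tg(Kat6b) against Kat6a–/–, with an adjusted p of 0.0265 or 0.0273 each, so it followed the shift of all genes and singled out no family.

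**Figure D2:**
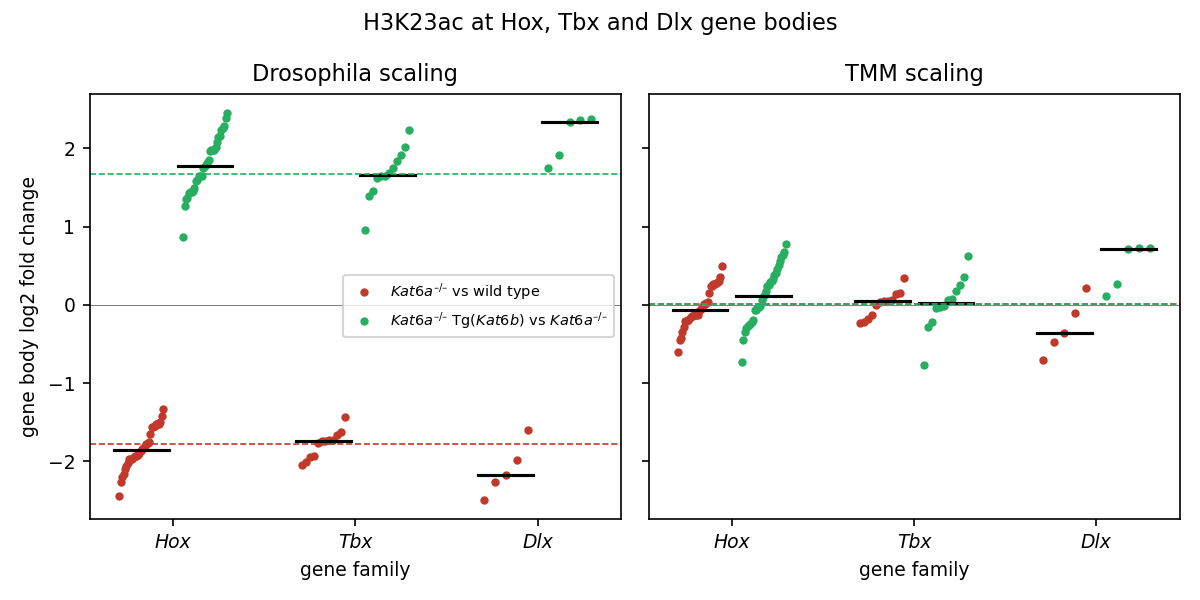
Log2 fold changes of Hox, Tbx and Dlx gene bodies (1 point per gene, with bars at the medians) under Drosophila scaling and TMM scaling, with the median of all gene bodies of each contrast as a dashed line. Under Drosophila scaling all 49 genes are lower in Kat6a–/– than in WT and higher in Kat6a–/–Tg(Kat6b) than in Kat6a–/–, whereas under TMM scaling Hox and Tbx genes lie on both sides of 0 and the Dlx medians are -0.36 and 0.71.

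The libraries were examined for differences that the genotypes did not explain. The Y-linked genes Ddx3y and Uty together had 58.7 to 64.1 CPM in all 4 Kat6a–/– libraries, 61.5 and 64.6 in WT replicates 4 and 3, and 53.0 in Tg(Kat6b) replicate 1. The other WT and Tg(Kat6b) libraries and Kat6a–/–Tg(Kat6b) replicates 1 to 3 had 1.24 to 7.54, and Kat6a–/–Tg(Kat6b) replicate 4 had 15.8. The level of Y-linked genes and the genotype were thus largely confounded. Among libraries with full Y-linked counts, the ratio was 6.53 and 7.38 in 2 WT libraries and 1.44 to 2.23 in the 4 Kat6a–/– libraries. No test was run within this level. Kat6a–/– and Kat6a–/–Tg(Kat6b) libraries shared no level, so their difference could not be examined within one. The first principal component of the gene body counts held 66.1% of the variance and separated WT replicates 1 and 2 (scores -52.6 and -39.8) from 3 and 4 (52.4 and 44.8).

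**Figure D3:**
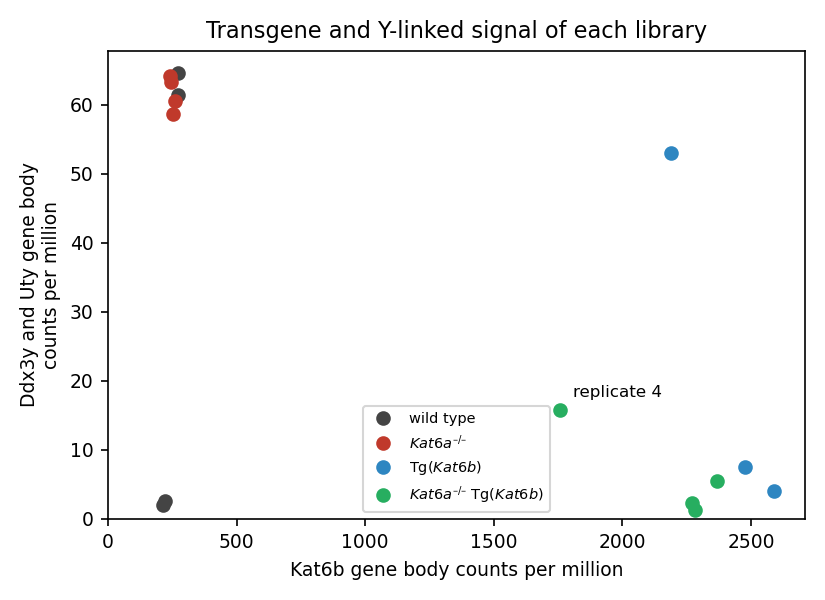
Kat6b gene body CPM against the summed CPM of the Y-linked genes Ddx3y and Uty for each of the 15 libraries, coloured by genotype. Libraries with the transgene lie at 1759 to 2590 on the horizontal axis, and Kat6a–/–Tg(Kat6b) replicate 4 has both the lowest Kat6b value of these and an intermediate Y-linked level of 15.8.

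Part of the X chromosome differed from the autosomes in these counts. Of the X-linked gene bodies that start before Wdr44 (23559246) and had a mean count of at least 50, 73 of 108 varied less between libraries per Drosophila count than per mouse count. Beyond that position 4 of 156 did so, and 477 of 16951 (2.81%) on the autosomes. The position was set after the values were seen. Of the 742 gene bodies not called between Kat6a–/– and WT with Drosophila scaling, 103 were among the 123 tested before Wdr44. The median log2 fold change was -0.39 in that part and -1.73 in the 236 tested gene bodies beyond it, of which 224 were called.

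**Figure D4:**
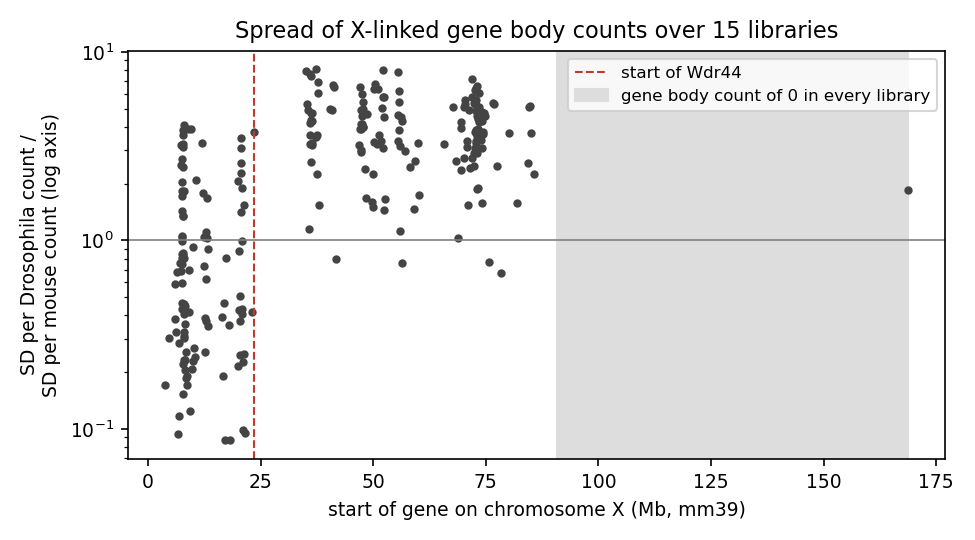
Ratio of the standard deviations between 15 libraries of the log2 gene body count per Drosophila count and per mouse count (log axis), for X-linked genes with a mean count of at least 50 along the chromosome (start in Mb, mm39). Before the dashed line at the start of Wdr44, 73 of 108 genes lie below 1, against 4 of 156 beyond it, and in the shaded stretch all gene body counts were 0.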

Values the study reported

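The study reported that H3K23ac was lower at 16889 loci in Kat6a–/– cells than in wild type cells by CUT&Tag. In immunoblots of fibroblasts it reported a 40% lower level of H3K23ac in Kat6a–/– than in wild type, with p = 0.03.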

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

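The test of foetal sex on the principal component was chosen only after the result was seen. Among the 30 groups of 4 libraries examined for a library far from the other 3, 3 had one, and chance gives about 1 in 20. The component score and the receptor share below are closely related measures, so these 3 are not independent.

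Kat6a–/–Tg(Kat6b) replicate 4 had 1759 Kat6b CPM, below the 2271 to 2367 of the other 3 libraries of its genotype, and stood far from them. It also held 36 counts of the Y-linked gene Ddx3y, above a floor of 3, where replicates 1 to 3 had 0. Y-linked genes were left out of the study's gene list. Depth does not account for the Kat6b value, which is a share of counts in the library with the most counts of its genotype (12236834). A candidate explanation is a sample mixed with non-transgenic cells that carry a Y chromosome. It predicts a similar missing fraction of the transgene signal at Dusp29, and this was 20.3% (18.5 to 22.6 against single reference libraries) against 26.6% at Kat6b (25.3 to 28.7). The 2 ranges do not overlap, so the match is approximate. The Y-linked genes stood at 28.6% (Ddx3y) and 20.9% (Uty) of their full level, a gap of similar size between genes that must share one fraction. Loss of the Y chromosome from part of the cells cannot be told apart by the share of X-linked counts beyond Wdr44. The value was 0.502%, within the 0.475% to 0.525% of libraries with full Y-linked counts and below the 0.513% to 0.638% of those with few, but these ranges overlap. Such a loss would leave the Kat6b value unexplained. A lower number of transgene copies in this culture stays open as a biological explanation and was not tested. Without this library the difference in log2 ratio between Kat6a–/–Tg(Kat6b) and Kat6a–/– was 1.54.

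Kat6a–/–Tg(Kat6b) replicate 1 stood far from the other 3 libraries on the first principal component of the gene body counts, with a score of -27.1 against 35.8 to 41.2. Its share of counts at 1339 olfactory and vomeronasal receptor genes, taken as background, was also far from theirs, with 1116 CPM against 542 to 557. After a GC correction its score was -28.3 against 37.0 to 43.8, which argues against GC content as the whole cause. The component held 65.6% of the variance after the correction and 66.1% before. These 2 shares decide little, since the log2 CPM were made with different prior counts and a share need not fall. The gene loadings of the component correlated with GC content (Spearman 0.447), so GC content stays open as part of the cause. Foetal sex is argued against by the score of -27.1 itself, because replicates 2 and 3 had as few Y-linked counts. A differing share of background counts remained as a candidate explanation. The receptor share followed the score over the 15 libraries (r = -0.986, Spearman -0.946, permutation p = 1e-05, the smallest the permutations can give, adjusted 2.33e-05 over 7 relations). The relation was -0.992 for deviations within genotypes and -0.982 without the 2 farthest libraries. The design gives no biological explanation for a difference within a genotype, and none was tested. The receptor share also followed the log2 ratio (r = -0.668, permutation p = 0.00853, adjusted 0.0119), so background and the amount of the mark were not separated.

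The estimated effect of the transgene on the mouse-to-Drosophila ratio differed with the presence of Kat6a, by 2.06 on the log2 scale. The residual permutation p was 0.0186 over 15 libraries, not adjusted. That test takes the spread as alike in all genotypes. The SD of the log2 ratio was 1.32 in Tg(Kat6b) and 0.30 in WT. Leaving out 1 library at a time gave interactions of 1.65, without the summed Tg(Kat6b) pair, to 2.82, without Tg(Kat6b) replicate 1. The Tg(Kat6b) libraries spread from 2.41 to 12.2 in ratio. A technical explanation is an uneven amount of Drosophila cells or chromatin in single tubes, which the ratio cannot separate from the mark, and it was not tested for this contrast. Counting of Tg(Kat6b) replicates 3 and 4 as 1 library did not produce the difference, which was 2.26 with them kept apart. Of 100 relabellings of the libraries, the real one included, 2 gave as many gene bodies past the FDR for this term as the 15227 observed. A transgene that raises the mark only where KAT6A is missing may be a biological explanation and stays a hypothesis.

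The IgG library of Kat6a–/–Tg(Kat6b), which the comparisons of gene regions do not use, had 80 of its 27774 gene body counts at Kat6b. This is 2880 CPM, or 0.288% (95% interval 0.232 to 0.358), against 25 of 25654 in the WT and Kat6a–/– IgG libraries together. The Tg(Kat6b) IgG library had 0 of 101. The fold was 2.96 (95% interval 1.87 to 4.84), whereas the corresponding fold in H3K23ac libraries was 8.75 (7.09 to 10.4 over single libraries). At Dusp29 the IgG fold was 4.93 (1.41 to 26.4) and the H3K23ac fold 8.23. Background from the additional gene copies is thus a possible explanation of part of the H3K23ac signal at Kat6b, but its size cannot be told apart from these values, because only 1 IgG library held the transgene with enough counts and the IgG share of Kat6b without it rested on 25 counts. Acetylation of the additional copies stays open as a biological explanation.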

How the results depend on the processing

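The alternatives with Y-linked genes as a covariate, GC correction, autosomes alone, unweighted TMM scaling of promoters, camera under TMM scaling and separate Tg(Kat6b) replicates 3 and 4 were tests chosen only after the results were seen. The 35 results that answer the comparisons were refitted 284 times with all libraries kept. They kept their direction and side of the threshold, or stayed within the spread between replicates or 1.5 times the count, in 166 of these refits. They moved further in 115 and reversed in 3. With promoter counts, or counts of all 3 regions, in place of gene body counts, the difference in log2 ratio stayed between -1.72 and -1.71 for Kat6a–/– against WT and between 1.60 and 1.78 for Kat6a–/–Tg(Kat6b) against Kat6a–/–.

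Counts past the FDR below are listed in the order Kat6a–/– against WT, Kat6a–/–Tg(Kat6b) against WT, Kat6a–/–Tg(Kat6b) against Kat6a–/– and Tg(Kat6b) against WT, followed for gene bodies by the interaction. In that order the Drosophila scaling gave 16961, 4, 15161, 4 and 15227 for gene bodies, 15312, 11560, 15666 and 7490 for promoters and 9291, 1485, 8994 and 4071 for downstream regions. TMM scaling gave 0, 8, 2, 2 and 0 for gene bodies (with 1799 and 1165 at an unadjusted p under 0.05 where the count is 0), 105, 18, 2419 and 1 for promoters and 37, 26, 918 and 2 for downstream regions. DESeq2 size factors gave 0, 8, 2, 2 and 0 for gene bodies (with 1808 and 1179 at an unadjusted p under 0.05 where the count is 0), 104, 17, 2420 and 1 for promoters and 37, 30, 912 and 2 for downstream regions. Mouse library size gave 0, 2, 2, 2 and 0 for gene bodies (with 1960 and 1108 at an unadjusted p under 0.05 where the count is 0), 123, 21, 2428 and 1 for promoters and 15, 2, 827 and 2 for downstream regions. These scalings take out any shift shared by all genes by their construction, and the medians of all gene bodies in the same order were -1.77, -0.12, 1.67, -0.44 and 2.11 with Drosophila scaling. Which of them reports the amount of the mark was not tested by these counts.

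The edgeR test with Drosophila scaling gave 17312, 4, 15128, 2 and 11 for gene bodies, 15044, 1, 14296 and 1 for promoters and 8644, 0, 7383 and 0 for downstream regions (with 188 and 216 at an unadjusted p under 0.05 where the count is 0), and DESeq2 with Drosophila size factors gave 17314, 4, 15921, 2 and 15257 for gene bodies. The edgeR test with TMM scaling gave 0, 3, 4, 2 and 0 for gene bodies (with 1948 and 1254 at an unadjusted p under 0.05 where the count is 0). Sample quality weights gave 17561, 13433, 17002, 17133 and 17551 for gene bodies. Without weights the counts were 14014, 1, 13578 and 1 for promoters and 8458, 2, 7376 and 0 for downstream regions (with 332 at an unadjusted p under 0.05 where the count is 0). TMM scaling without weights gave 135, 2, 698 and 1 for promoters. Weights were estimated from the libraries themselves. In the promoter fit they were 0.043 for Tg(Kat6b) replicate 1 and 0.105 for Kat6a–/–Tg(Kat6b) replicate 1. They were 0.203 and 0.326 for WT replicates 3 and 4, and 1.365 to 5.09 for all other libraries. The weighted promoter means of these 3 genotypes thus rested mainly on their other libraries. Why these libraries received low weights was not tested.

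The filter of at least 10 counts in every H3K23ac library gave 16032, 2, 14752, 2 and 14631 for gene bodies, 9518, 9049, 10019 and 4852 for promoters and 1772, 489, 1817 and 703 for downstream regions, in part because fewer genes were tested. No filter gave 17537, 3, 15253, 2 and 15505 for gene bodies, 17170, 8539, 16887 and 7528 for promoters and 15687, 63, 14066 and 2532 for downstream regions. Fits to the genotypes compared alone gave 17128, 3, 16103 and 0 for gene bodies, the last with 42 at an unadjusted p under 0.05. With the level of Y-linked genes as a covariate under TMM scaling the counts were 4355, 3054, 10084, 3 and 5134 for gene bodies. This covariate is largely confounded with genotype. GC correction with TMM scaling gave 66, 20, 35, 2 and 0 for gene bodies (with 1175 at an unadjusted p under 0.05 where the count is 0) and 68, 6, 2293 and 1 for promoters. Autosomes alone with TMM scaling gave 0, 8, 2, 2 and 0 for gene bodies (with 1679 and 1054 at an unadjusted p under 0.05 where the count is 0), 81, 18, 2297 and 1 for promoters and 1, 61, 769 and 2 for downstream regions. Except for the fewer genes and libraries in some of these fits, the causes were not tested.

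The family medians moved with the scaling. Under TMM scaling the Hox, Tbx and Dlx medians were -0.066, 0.043 and -0.36 for Kat6a–/– against WT and 0.12, 0.021 and 0.71 for Kat6a–/–Tg(Kat6b) against Kat6a–/–. Over promoters in place of gene bodies, the Hox and Dlx medians for Kat6a–/– against WT were -1.34 and -1.38, and the Tbx and Dlx medians for Kat6a–/–Tg(Kat6b) against WT were 0.76 and 1.36. Without the array weights, the median of all promoters moved from -1.19 to -1.58 for Kat6a–/– against WT. For Kat6a–/–Tg(Kat6b) against WT it moved from 0.82 to 0.067. The gene body medians were -1.77 and -0.12, so the weights may account for part of the difference between regions. For the families alone the cause stays open. With an estimated correlation in camera of limma, the Dlx and Hox sets with the lowest values at the preset correlation had an adjusted p of 0.955 each, and over the 12 tests it ranged from 0.955 to 0.963. With TMM scaling the adjusted p of the Dlx set in Kat6a–/–Tg(Kat6b) against Kat6a–/– was 0.0441 at the preset correlation in place of 0.0997, the only 1 of the 12 to pass, and 0.768 with an estimated correlation.

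Some named genes changed direction when the shared shift was taken out. The 7 fits without Drosophila scaling are given in the order TMM, DESeq2 size factors, library size, edgeR with TMM, Y-linked covariate with TMM, GC correction with TMM, and autosomes with TMM. In Kat6a–/– against WT, the log2 fold change of Kat6b went from -1.67 to 0.12, 0.11, 0.051, 0.11, 0.16, 0.16 and 0.12, that of Dusp29 from -1.57 to 0.22, 0.22, 0.16, 0.22, 0.36, 0.30 and 0.22, that of Hoxa2 from -1.33 to 0.50, 0.49, 0.44, 0.47, 0.34, 0.56 and 0.50, and that of Tbx5 from -1.44 to 0.35, 0.34, 0.28, 0.25, 0.73, 0.42 and 0.35. That of Dlx2 went from -1.59 to 0.21, 0.20, 0.16, 0.11, 0.45 and 0.21 in the 6 fits without the covariate. Kat6a went from -0.11 to 0.0071, 0.0064, 0.016, 0.0057, 0.024, 0.022 and 0.0071 in Kat6a–/–Tg(Kat6b) against WT and from -0.33 to 0.11, 0.11, 0.15, 0.11, 0.11, 0.12 and 0.11 in Tg(Kat6b) against WT. The interaction term went from 2.02 to -0.089, -0.081, -0.048, -0.088, -0.044, -0.088 and -0.089 at Kat6a, from 1.85 to -0.25, -0.24, -0.21, -0.24, -0.31, -0.30 and -0.25 at Kat6b, and from 1.80 to -0.31, -0.30, -0.27, -0.31, -0.53, -0.41 and -0.31 at Dusp29.

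With Drosophila scaling kept, Kat6a in Kat6a–/–Tg(Kat6b) against WT was 0.47 with sample quality weights and 0.18 with the Y-linked covariate. In Tg(Kat6b) against WT it was 0.052 with edgeR and 0.052 with DESeq2. The cause was not tested. Of the 1080 refits of the 49 values of single genes and camera tests, 821 kept direction and side of the threshold, 163 lost significance, 20 gained it and 76 reversed. Leaving out 1 library made up 30 of those losses, 1 gain and 3 reversals.

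The ratio of Kat6a–/–Tg(Kat6b) against WT reversed to 0.064 over promoters. The promoter share of Kat6a–/– against WT reversed to 0.139 percentage points over the genes that passed the filter in all 3 regions, and that of Tg(Kat6b) against WT to -0.025 with replicates 3 and 4 kept apart. None of these 3 passed 0.05 by exact permutation, and the cause was not tested.

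Replicate numbers did not pair the samples consistently. Between Kat6a–/–Tg(Kat6b) and WT, deviations from the group means correlated at 0.792, 0.563 and 0.521 for replicates 1, 3 and 4. Replicate 2 gave -0.435, so a pairing of part of these libraries stays open. Deviations of same-numbered libraries from their group means correlated at -0.098 to 0.387 between Kat6a–/– and WT, -0.435 to 0.792 between Kat6a–/–Tg(Kat6b) and WT, -0.269 to 0.204 between Kat6a–/–Tg(Kat6b) and Kat6a–/–, and -0.770 to 0.319 between Tg(Kat6b) and WT. With the replicate block, 136 promoters and 3 downstream regions passed for Kat6a–/–Tg(Kat6b) against WT, and 13794 and 1197 for Tg(Kat6b) against WT. Block fits of gene bodies gave 16651, 4, 14465, 6 and 12673. The exact sign-flip test of the 4 pairs cannot give a p under 0.125, which was the value for the ratio of Kat6a–/– against WT and of Kat6a–/–Tg(Kat6b) against Kat6a–/–.

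Leaving out each library in turn gave the following ranges, in the same order of contrasts. The difference in log2 ratio ranged from -1.83 to -1.61, -0.29 to 0.20, 1.43 to 1.92, -1.22 to -0.053, and for the interaction 1.65 to 2.82. The difference in promoter share ranged from -0.623 to 0.477, 0.174 to 1.27, 0.610 to 1.16 and -0.424 to 0.675 percentage points. The count of gene bodies ranged from 15926 to 17042, 2 to 6, 13231 to 15687, 1 to 15149 and 0 to 17237. The count of promoters ranged from 13442 to 15917, 1251 to 13742, 15480 to 15872 and 0 to 14898. The count of downstream regions ranged from 8396 to 9238, 71 to 4303, 8484 to 8949 and 0 to 7026. The Hox median ranged from -2.01 to -1.67, -0.25 to 0.34, 1.56 to 2.22 and -1.41 to 0.022. The Tbx median ranged from -1.87 to -1.64, -0.28 to 0.24, 1.53 to 2.04 and -1.20 to 0.057. The Dlx median ranged from -2.37 to -1.98, -0.16 to 0.53, 2.13 to 2.79 and -1.27 to 0.25. The log2 fold change of Kat6a ranged from -0.30 to 0.22 in Kat6a–/–Tg(Kat6b) against WT and from -1.06 to 0.11 in Tg(Kat6b) against WT.

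Single libraries moved some of these counts by more than 1.5 times. For gene bodies and Kat6a–/–Tg(Kat6b) against WT it was 2 without Kat6a–/–Tg(Kat6b) replicate 3. For gene bodies and Tg(Kat6b) against WT it was 1 without WT replicate 1, 1 without WT replicate 2, 8 without WT replicate 3, 15149 without Tg(Kat6b) replicate 1 and 2 without Tg(Kat6b) replicate 2. For gene bodies and the interaction it was 0 without Tg(Kat6b) replicate 2 (11565 at an unadjusted p under 0.05) and 5 without the summed Tg(Kat6b) pair. For promoters and Kat6a–/–Tg(Kat6b) against WT it was 1392 without WT replicate 1 and 1251 without WT replicate 2. For promoters and Tg(Kat6b) against WT it was 14888 without WT replicate 1, 14898 without WT replicate 2, 0 without Tg(Kat6b) replicate 2 (1 at an unadjusted p under 0.05) and 0 without the summed Tg(Kat6b) pair (1 at an unadjusted p under 0.05). For downstream regions and Kat6a–/–Tg(Kat6b) against WT it was 100 without WT replicate 1, 71 without WT replicate 2, 4303 without WT replicate 3, 4261 without WT replicate 4, 518 without Kat6a–/–Tg(Kat6b) replicate 3 and 980 without Kat6a–/–Tg(Kat6b) replicate 4. For downstream regions and Tg(Kat6b) against WT it was 6945 without WT replicate 1, 7026 without WT replicate 2, 0 without Tg(Kat6b) replicate 2 (25 at an unadjusted p under 0.05) and 0 without the summed Tg(Kat6b) pair (3 at an unadjusted p under 0.05). The difference in log2 ratio of Kat6a–/–Tg(Kat6b) against WT became 0.20 without Kat6a–/–Tg(Kat6b) replicate 1, with the opposite sign. The difference in promoter share of Kat6a–/– against WT became 0.477 without WT replicate 3 and 0.314 without WT replicate 4, with the opposite sign. The difference in promoter share of Tg(Kat6b) against WT became -0.315 without Tg(Kat6b) replicate 1, -0.424 without WT replicate 1 and -0.261 without WT replicate 2, with the opposite sign. The Hox median of Kat6a–/–Tg(Kat6b) against WT became 0.088 without WT replicate 3, 0.045 without WT replicate 4 and 0.34 without Kat6a–/–Tg(Kat6b) replicate 1, with the opposite sign. The Hox median of Tg(Kat6b) against WT became 0.022 without the summed Tg(Kat6b) pair, with the opposite sign. The Tbx median of Kat6a–/–Tg(Kat6b) against WT became 0.24 without Kat6a–/–Tg(Kat6b) replicate 1, with the opposite sign. The Tbx median of Tg(Kat6b) against WT became 0.057 without the summed Tg(Kat6b) pair, with the opposite sign. The Dlx median of Kat6a–/–Tg(Kat6b) against WT became -0.16 without WT replicate 1, -0.081 without WT replicate 2, -0.12 without Kat6a–/–Tg(Kat6b) replicate 2, -0.062 without Kat6a–/–Tg(Kat6b) replicate 3 and -0.014 without Kat6a–/–Tg(Kat6b) replicate 4, with the opposite sign. The Dlx median of Tg(Kat6b) against WT became 0.076 without Tg(Kat6b) replicate 2 and 0.25 without the summed Tg(Kat6b) pair, with the opposite sign. Kat6a of Kat6a–/–Tg(Kat6b) against WT became 0.04 without WT replicate 3 and 0.22 without Kat6a–/–Tg(Kat6b) replicate 1, with the opposite sign. Kat6a of Tg(Kat6b) against WT became 0.11 without the summed Tg(Kat6b) pair, with the opposite sign.

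Under TMM scaling, leaving out Kat6a–/–Tg(Kat6b) replicate 1 gave 383 gene bodies for Kat6a–/–Tg(Kat6b) against WT in place of 8 and 1561 for Kat6a–/–Tg(Kat6b) against Kat6a–/– in place of 2. The interaction count of 0 became 107 without Tg(Kat6b) replicate 1 and stayed at 0 in the other 14 fits, with 486 to 2395 at an unadjusted p under 0.05. For Kat6a–/– against WT it was 0 in all 8 fits, with 1146 to 3862 at an unadjusted p under 0.05. The low gene body counts of Kat6a–/–Tg(Kat6b) against WT and against Kat6a–/– thus rose only without Kat6a–/–Tg(Kat6b) replicate 1. That of the interaction rose only without Tg(Kat6b) replicate 1. No single library accounted for the count of Kat6a–/– against WT, and that of Tg(Kat6b) against WT was 2 to 4 throughout. Leave-one-out fits under TMM scaling were not run for downstream regions.

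Depth limited the downstream regions most. They held 131915 to 436828 counts per library, and in the simulated libraries limma recovered 25.5% of the changed downstream regions against 94.0% of gene bodies. By depth alone, a low count under TMM scaling in downstream regions is therefore weaker evidence against change than the same count in gene bodies. The simulation left out differences in composition between replicates. In the real libraries the first principal component held 66.1% of the variance and separated WT replicates. A low count in gene bodies is thus no strong evidence against change either.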

Other observations

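The tests of foetal sex, of a change limited to part of the genes, of sample weights, of GC content on promoters, of a Drosophila chromosome with the same name and of the X-linked stretch without counts were chosen only after the results were seen.

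Explanations of the lower mouse-to-Drosophila ratio in Kat6a–/– were weighed. Foetal sex is argued against, since the highest Kat6a–/– ratio was 2.23 and the 2 WT libraries with full Y-linked counts had 6.53 and 7.38. A change limited to part of the genes is argued against, since 95.8% of tested gene bodies were lower past the limma FDR with Drosophila scaling. Fewer mouse cells per Drosophila cell cannot be told apart from less of the mark. Receptor counts, taken as background, fell by 1.28 on the log2 scale per Drosophila count, and all gene body counts fell by 1.71. The gap between these had an exact permutation p of 0.400, and receptor CPM ranged from 475 to 1490 between WT libraries. The ratio of the Kat6a–/– IgG library, 6.10, was not lower than that of WT, 6.15, but there was 1 such library per genotype. A loss of H3K23ac without KAT6A stays the biological explanation that the design names.

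The mouse-to-Drosophila ratio here was 0.303-fold in Kat6a–/– relative to WT. That is a larger reduction than the value quoted from the study's immunoblots above, which is another measure.

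Other splits of the same libraries were fitted in the same way. For gene bodies, 1 of 35 splits, the real one, gave as many calls for Kat6a–/– against WT, for Kat6a–/–Tg(Kat6b) against WT and for Kat6a–/–Tg(Kat6b) against Kat6a–/–. For Tg(Kat6b) against WT, 6 of 35 did. The second largest split of the Kat6a–/–Tg(Kat6b) and Kat6a–/– libraries still gave 13317 gene bodies, with a median split of 0. For promoters the number was 13 for Kat6a–/– against WT, 11 for Kat6a–/–Tg(Kat6b) against WT, 3 for Kat6a–/–Tg(Kat6b) against Kat6a–/– and 27 for Tg(Kat6b) against WT, each of 35. For downstream regions it was 1, 10, 1 and 19 of 35 in the same order. Promoter counts with Drosophila scaling and array weights were therefore reached by splits that do not follow genotype, and the median split of Kat6a–/– and WT libraries gave 12291 promoters. Downstream counts with sample weights were nearly reached. The median split gave 5329 and the second largest 9084 against 9291 for Kat6a–/– and WT, and 7250 and 8902 against 8994 for Kat6a–/–Tg(Kat6b) and Kat6a–/–, so 1 of 35 was no clear separation there. Under TMM scaling, 1 of 35 splits gave as many promoters as the 2419 of Kat6a–/–Tg(Kat6b) against Kat6a–/–. The median split gave 0 there, but the second largest gave 1907, and 5 of the 35 gave over 1000.

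Promoters were higher in Kat6a–/–Tg(Kat6b) than in WT while gene bodies were not, in fits with sample weights for promoters and none for gene bodies. The sample weights are a candidate explanation, since without these sample weights 1 promoter passed in place of 11560. With sample quality weights 13433 gene bodies passed in place of 4, 10670 higher and 2763 lower, so the difference between the regions may lie in the fits alone. The 2419 promoters that differed between Kat6a–/–Tg(Kat6b) and Kat6a–/– under TMM scaling were set against GC content. After GC correction 2293 passed, but with 709 higher and 1584 lower in place of 1290 and 1129. Of the 2415 with a GC value, 1777 passed in the same direction after correction, which argues against GC content as the whole cause. These were 1101 of the 1129 lower and 676 of the 1286 higher promoters, so GC content stays open for part of the higher ones. Composition along the first principal component cannot be told apart from genotype here. Without Kat6a–/–Tg(Kat6b) replicate 1, the library on the other side of the component, 2956 passed, but the remaining libraries of the pair of genotypes lay on opposite sides of it.

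Part of the X chromosome carried counts that followed the Drosophila count, which may come from a Drosophila chromosome of the same name being counted at mouse X coordinates. Gene bodies before Wdr44 showed it at 73 of 108 genes, so reads at 1 or a few mouse genes are argued against. At the same position, 41 of 89 promoters before it, 0 of 194 beyond it and 7 of 12870 on autosomes followed the Drosophila count. Downstream regions did so at 43 of 53, 0 of 11 and 2 of 3017. The least mean count was 20 for these, lowered from 50 after the latter left 0 downstream regions beyond. The position came from the second of 2 rules. The first rule, seen before, placed it at Usp27x (7237513), beyond which the share of X-linked counts still followed the log2 ratio (r = -0.973). Fitted over the libraries, the counts before Wdr44 corresponded to 2.06% of the Drosophila count plus 0.211% of the mouse count. In single libraries they were 2.31% to 4.77% of the Drosophila count. Of the TMM calls, 28 of 37 downstream regions and 13 of 105 promoters for Kat6a–/– against WT lay there, and 94 of 918 and 90 of 2419 for Kat6a–/–Tg(Kat6b) against Kat6a–/–. These calls are likely to report the Drosophila content of the libraries and not H3K23ac. The biological explanation by sex is argued against, since libraries with full Y-linked counts reached an X-linked share of 2.08%, above the 1.71% of those with few.

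The share of X-linked counts as a whole followed the log2 ratio over the 15 libraries (r = -0.973, permutation p = 1e-05, the smallest the permutations can give, adjusted 2.33e-05 over 7 relations). Beyond Wdr44 the relation was -0.497 (permutation p = 0.0537, adjusted 0.0626) and -0.899 for deviations within genotypes. The Drosophila chromosome of the same name cannot be told apart as a source of what remains beyond Wdr44, because reads of it counted there would give a negative relation too. A differing share of background counts cannot be told apart there either. The receptor share and the X-linked share beyond gave r = 0.474 (permutation p = 0.0691, Spearman 0.718) and 0.727 within genotypes. Neither r reached the 0.8 set in advance for this explanation, and the limit under which r would argue against it was lowered after the value had been seen. With the limit first set, the pooled r would have argued against it.

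The 497 neighbouring X-linked genes from Mageb5 to Capza1b had a gene body count of 0 in all 20 libraries, and the next longest run of such genes in the files was 71. An absence of aligned reads is argued against, since their promoters had a median of 113 counts over all libraries, against 114 on the rest of the X chromosome, and 481 of the genes had promoter counts. Elsewhere, 94.3% of the 1280 genes with at least 100 promoter counts and a gene body count of 0 lay within another listed gene, against 2.86% of the 17734 with gene body counts. Fragments over more than 1 listed gene that are counted to no gene are a candidate explanation there. Within the stretch, 61 of the 497 genes lay within another listed gene by the positions used here. A single entry spanning the stretch in the list used for counting could produce the pattern but cannot be told apart, because that list is not used here. No biological explanation was tested. The gene body results on the X chromosome therefore hold nothing between Mageb5 and Capza1b.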
